# Double feature selection and cluster analyses in mining of microarray data from cotton

**DOI:** 10.1186/1471-2164-9-295

**Published:** 2008-06-20

**Authors:** Magdy S Alabady, Eunseog Youn, Thea A Wilkins

## Abstract

**Background:**

Cotton fiber is a single-celled seed trichome of major biological and economic importance. In recent years, genomic approaches such as microarray-based expression profiling were used to study fiber growth and development to understand the developmental mechanisms of fiber at the molecular level. The vast volume of microarray expression data generated requires a sophisticated means of data mining in order to extract novel information that addresses fundamental questions of biological interest. One of the ways to approach microarray data mining is to increase the number of dimensions/levels to the analysis, such as comparing independent studies from different genotypes. However, adding dimensions also creates a challenge in finding novel ways for analyzing multi-dimensional microarray data.

**Results:**

Mining of independent microarray studies from Pima and Upland (TM1) cotton using double feature selection and cluster analyses identified species-specific and stage-specific gene transcripts that argue in favor of discrete genetic mechanisms that govern developmental programming of cotton fiber morphogenesis in these two cultivated species. Double feature selection analysis identified the highest number of differentially expressed genes that distinguish the fiber transcriptomes of developing Pima and TM1 fibers. These results were based on the finding that differences in fibers harvested between 17 and 24 day post-anthesis (dpa) represent the greatest expressional distance between the two species. This powerful selection method identified a subset of genes expressed during primary (PCW) and secondary (SCW) cell wall biogenesis in Pima fibers that exhibits an expression pattern that is generally reversed in TM1 at the same developmental stage. Cluster and functional analyses revealed that this subset of genes are primarily regulated during the transition stage that overlaps the termination of PCW and onset of SCW biogenesis, suggesting that these particular genes play a major role in the genetic mechanism that underlies the phenotypic differences in fiber traits between Pima and TM1.

**Conclusion:**

The novel application of double feature selection analysis led to the discovery of species- and stage-specific genetic expression patterns, which are biologically relevant to the genetic programs that underlie the differences in the fiber phenotypes in Pima and TM1. These results promise to have profound impacts on the ongoing efforts to improve cotton fiber traits.

## Background

Microarray technology provides data in high-dimensional space defined by the size of the genome under investigation. With such high-dimensional data, feature selection methods are essentially classification tools used to identify gene clusters that reveal biologically meaningful relationships [1]. A classical use of feature selection analysis [2] is to identify the most discriminating features or dimension in a matrix of microarray data [3]. Developing new methods to discriminate between sets of microarray data for both dimensions (time points/conditions) and features (genes) will improve data mining processes that in turn will lead to the discovery of biologically relevant relationships. In cotton fiber genomics, microarrays provide a robust technology for identifying developmentally regulated genes during cotton fiber morphogenesis in the two major cultivated species, *G. barbadense *L. cv. Pima S7 (Gb) and *G. hirsutum *L. cv. TM1 (Gh). These two species vary in fiber characteristics and yield; *G. barbadense *offers superior fiber quality properties like length, fineness, and strength, while *G. hirsutum *is characterized by high yield. Breeding programs around the world are working towards developing high-yielding *G. hirsutum *cultivars with the fiber properties of *G. barbadense*. In both species, fiber development occurs in four overlapping stages; initiation (-3 to 5 dpa), elongation (3 to 21 dpa), secondary cell wall synthesis (14 to 45 dpa), and maturation (40 to 55 dpa) [4]. Despite the similarity in timing and duration of developmental stages, however, inherent differences in the developmental programs lead to the production of fiber with discrete phenotypic differences. Therefore, elucidating the genetic mechanisms that underlie these differences is crucial to designing strategies for the genetic enhancement of cotton fiber traits with superior Pima characteristics. In this respect, transcriptome profiling of developing Gb and Gh fibers is pivotal to discovering the specific genetic program that drives the development of fiber in these genotypes. Of more importance is the identification of the developmental signals that trigger differential regulation of biological processes that yield the discrete Gb and Gh phenotypes. Few studies to date were conducted to study fiber genomics at the developmental level in a single cotton species (Reviewed in [5,6]), and no studies have focused on molecular differences between both species (Gb and Gh) at the transcriptional level. In our lab, stage-specific developmentally regulated genes during fiber morphogenesis were identified independently in Pima and TM1 species (Alabady and Wilkins, In Preparation). In this study, we describe a novel application of feature selection analysis to simultaneously select between both features (genes) and dimensions (time points) of the developmental transcriptome of the two species. This novel application is termed "double feature analysis" as it enables simultaneous selection between features and dimensions in an unsupervised learning context, and therefore differs from more traditional feature selection, which selects within only one variable.

The objectives of this study were to 1) Discover the top discriminating genes between the transcriptomes of Pima and TM1 fibers at the most distant developmental time points using the novel application of double feature selection (DFS) analysis, and 2) Determine the intersecting genes between developmentally regulated fiber profiles (Pima and TM1) and the top differentially expressed genes identified by DFS, and to link the intersected genes to specific stages of fiber development.

## Results

### Reliability of the Microarray data and design

A double loop microarray design (Figure 1A) with dye swap experiments was adopted to profile the transcriptome of developing Pima and TM1 fibers independently. This design generated 8 data points (4 per each dye channel) per gene at each time point, excluding data points from duplicated spots within each array. 

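The TM1 profiles describe developing fiber of *G. hirsutum* cv. TM1, an Upland cotton line, at 8, 10 and 14 dpa (PCW synthesis and elongation), 17 dpa (PCW/SCW transition) and 21 and 24 dpa (SCW synthesis). Each stage is given as 1 profile of log2 expression ratios to 5 dpa, in which a value of 1 is a 2-fold higher and a value of -1 a 2-fold lower transcript level than at 5 dpa. The authors obtained these values as coefficients of LIMMA's linear models over the arrays of the double loop, after manual flagging, background subtraction, removal of spots near the buffer signal and of divergent dye swaps, and lowess normalization. The hybridizations behind a coefficient were combined in that fit. The profiles therefore hold no replicates, no spread between replicates could be computed, and genes were counted by the size of their change, without p-values, since genes are not replicates. Of 12262 named features, 11882 (96.9%) have a value at all 6 stages and 380 have none. The SD over these probes was 0.57 at 8 dpa, 0.53 at 10 dpa, 0.61 at 14 dpa, 0.77 at 17 and 21 dpa and 1.07 at 24 dpa. The 12 scanner files analysed, each the image of 1 dye, come from 7 arrays, with a median background-corrected spot signal between 34.1 and 612 per file. Their labels do not settle which stage was in which dye, so they served here to measure how far a probe's signal lay above the buffer spots. Gene descriptions were taken from Additional file 1, so only the probes of Set 1 and the array's named control features have names. The Pima (*G. barbadense* cv. Pima S7) values set beside TM1 are the paper's own, printed in Additional file 1 for Set 1 alone, and its column headed 11 dpa is set beside the 10 dpa profile of TM1.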

Dye bias, an inherent problem to microarrays, identifies differential expression that is falsely attributed to the nature of the dye rather than to true differences in biological samples. In this study, data from both channels were highly correlated as the Pearson correlation coefficients between Log_2 _Cy3 signal intensity versus Log_2 _Cy5 signal intensity of the 11 and 14 dpa self-hybridization control experiments [7] were 0.985 and 0.986, respectively (Figures 1B and 1C). The linearity between data estimated from direct and indirect hybridizations (e.g., through a common reference) for the same comparison was also very high (Figures 1D and 1E). Similarly, there was a strong correlation between data obtained from two indirect routes for the same comparison (Figures 1D and 1F). Therefore, expression data in the transcriptome profiles of Pima and TM1 developing fibers were reliable and reproducible for interpreting results in a biologically relevant context.

**Figure 1:**
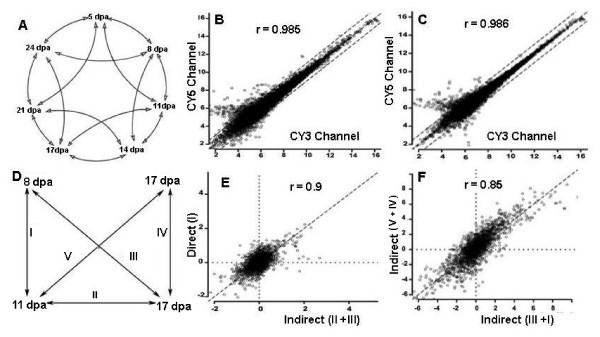
**Assessment of the quality of double loop design-derived microarray data**. **A**. Diagram of microarray double loop design comparing gene expression at 7 developmental time points. **B **and **C**. Scatter plots showing the high correlation between both dye channels in self-hybridization control experiments at 11 and 14 dpa time points. **D**. Routes of direct and indirect comparisons between 11 and 14 dpa. **E **and **F**. Scatter plots showing the correlation between expression data between direct vs. indirect routes, and indirect vs. indirect routes, respectively.

### Developmentally regulated expression profiles in Pima and TM1

In the transcriptome of developing Pima and TM1 fibers, 2943 and 2281 genes, respectively, were significantly and differentially expressed across developmental stages. 

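In the TM1 profiles, 3842 of 11882 probes (32.3%) were at least 2-fold higher or lower than at 5 dpa at 1 or more of the 6 stages, and 121 (1.02%) were so at every stage. Glutathione S-transferase (GA_10dpa_fiberEST_11644), a detoxification enzyme, was lower at every stage, with log2 ratios from -1.88 at 8 dpa to -4.28 at 24 dpa. Ferritin 3 (GA_10dpa_fiberEST_10012), an iron storage protein, was higher at every stage, from 1.78 at 8 dpa to 3.66 at 21 dpa and 3.22 at 24 dpa. These genes and a probable glutathione peroxidase (GA_10dpa_fiberEST_05938; 3.58 at 24 dpa, above the buffer signal in 0 of 12 scanner files) make up the redox and iron group, of which 2 of 3 members were at least 2-fold higher and 1 lower at 24 dpa. The change passed 2-fold only at 24 dpa in 1236 of the 3842 probes, only at 17 dpa in 227 and only at 8 dpa in 115. The count was 7119 at 1.5-fold and 1715 at 3-fold, and 2606 without the 24 dpa profile, a setting chosen after the data were seen. With only probes above the buffer signal in every scanner file it was 42 of 205 against the buffer spots' mean plus 3 SD and 637 of 4200 against their median, a threshold added after the data were seen. The former threshold was raised by 2 bright buffer spots in 11 of 12 files.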

Normalized to the total number of the genes profiled in this study (12063), 17.24% and 11.75% of the genes were found to be specifically regulated in Pima and TM1, respectively, while 7.15% of the genes were regulated in both species. Among Pima developmentally-regulated genes, K-means clustering produced 10 clusters or profiles of co-expressed genes. The expression patterns of these clusters were linked to discrete developmental stages based on the correspondence between the highest level of expression within a cluster and a developmental stage. For instance, genes in clusters one and five were up-regulated only during the fiber elongation stage, and hence, were classified as expansion-associated genes during primary cell wall biogenesis, which represented 4.65% of the profiled genes (Table 1). Similarly, among the eight clusters of TM1 developmentally-regulated profiles, genes in clusters five and eight were assigned an expansion-associated role and comprised 2.95% of the profiled genes (Table 1). 

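Elongating TM1 fiber held 86 probes (0.724% of 11882; exact 95% binomial interval 0.579 to 0.893%, which covers counting error only) whose mean over 8, 10 and 14 dpa was at least 2-fold above 5 dpa and whose mean over 21 and 24 dpa was within 2-fold of it. Among them were a long chain fatty acid elongation enzyme (GA_10dpa_fiberEST_01869), with log2 ratios of 2.71, 2.32 and 2.55 at 8, 10 and 14 dpa and 0.37 at 24 dpa, and a putative beta-galactosidase precursor (GA_10dpa_fiberEST_03757), an enzyme acting on wall polysaccharides, at 1.51, 1.18 and 1.16 and then -0.19. Of 4 wall loosening and remodelling genes in Set 1, 3 were at least 2-fold higher at 14 dpa and 1 was lower. Expansin 1 (GA_10dpa_fiberEST_00974), which loosens the primary wall, reached 1.26 and xyloglucan endotransglycosylase (GA_10dpa_fiberEST_12158) 1.78. Of 3 water channels, 2 were higher at 14 dpa, the tonoplast channel ZmTIP4-4 (GA_10dpa_fiberEST_06183) at 2.25 and aquaporin PIP2-2 (GA_10dpa_fiberEST_12638) at 1.11. Of 3 cytoskeleton genes, 1 was higher, beta-tubulin (GA_10dpa_fiberEST_07246) at 1.30, and of 5 genes of very-long-chain lipids and lipid transfer only the elongation enzyme was. ZmTIP4-4 and beta-tubulin were still at least 2-fold higher at 24 dpa, at 1.24 and 1.01, while PIP2-2 was at 0.30. Set 1 was chosen by the study on these samples, so these counts are not independent evidence. K-means clustering of the 3842 probes with K = 8 gave 0 clusters whose highest median lay above 5 dpa and fell at 8, 10 or 14 dpa, against clusters of 157 probes with K = 10 and 762 with Euclidean distance, and at 1.5-fold the share was 2.30%.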

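Transcripts lower during both phases than at 5 dpa included glutathione S-transferase and flavanone 3-hydroxylase (GA_10dpa_fiberEST_10602), an enzyme of flavonoid synthesis, which stood at -1.37, -0.50 and -1.31 at 8, 10 and 14 dpa and at -1.73 and -1.69 at 21 and 24 dpa. The lowest unnamed probes at 24 dpa, GA_10dpa_fiberEST_11787 and GA_10dpa_fiberEST_00672, were at -4.78 and -5.19 at 8 dpa and at -8.61 and -8.17 at 24 dpa, with signals above the buffer in 3 and 5 of 12 scanner files. In all, 143 of 11882 probes (exact 95% binomial interval 1.02 to 1.42%) had a mean over 8, 10 and 14 dpa and a mean over 21 and 24 dpa that were each at least 2-fold below 5 dpa. A further 98 probes were lower in PCW synthesis only and 831 in SCW synthesis only. By K-means, 3 of the 8 TM1 clusters, with 1082, 549 and 259 probes, had no stage median above 5 dpa, and the largest of them declined from a median of -0.16 at 8 dpa to -1.39 at 24 dpa. Not all were lower in both phases, since the cluster of 549 probes had medians between -0.24 and -0.01 up to 21 dpa and -1.28 at 24 dpa. Independent lists of the 254 probes lower in PCW and the 979 lower in SCW would share 20.9, and simulated unchanged probes share 3. Both phases are measured against the same 5 dpa reference, so part of the excess may come from that reference, and at 1.5-fold the share was 5.58%.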

Genes down-regulated during both primary cell wall (PCW)/fiber expansion and secondary cell wall (SCW) synthesis relative to 5 dpa were considered to be initiation-specific, which represented 10.76% and 8.38% of profiled genes in the Pima and TM1 transcriptomes, respectively. In general, the percentage of significantly regulated genes associated with each of the developmental stages was slightly higher for all stages in Pima than in TM1, except for the cellulose synthesis-associated genes where the reverse was true (Table 1).

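For SCW synthesis in TM1, 653 probes (5.50%, exact 95% binomial interval 5.09 to 5.92%) had a mean over 21 and 24 dpa at least 2-fold above 5 dpa and a mean over 8, 10 and 14 dpa within 2-fold of it. A GTP-binding protein (GA_10dpa_fiberEST_07089) was in this group, with log2 ratios of 0.67 at 14 dpa and 3.29, 3.12 and 4.27 at 17, 21 and 24 dpa. So were a lipid transfer protein (GA_10dpa_fiberEST_12134) at 2.45 and 2.22 at 21 and 24 dpa, and cytochrome c oxidase subunit II (GA_10dpa_fiberEST_02212), a respiratory chain protein, at 3.43 and 4.23, with a signal above the buffer in 7 of 12 scanner files. Another 190 probes (1.60%, 1.38 to 1.84%) were higher in both phases, including Rab11C (GA_10dpa_fiberEST_11669), a small GTPase of vesicle traffic, at 1.16 at 10 dpa and 2.75 at 24 dpa. Of the probes, 281 were higher in PCW and 856 in SCW. Independent lists of these sizes would share 20.2 and simulated unchanged probes 0, and part of the excess may come from the shared 5 dpa reference. The SCW share was 10.5% at 1.5-fold and 3.37% when both SCW stages had to pass 2-fold.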

**Table 1:** Developmental dissection of developmentally regulated genes in Pima and TM1 fiber transcriptomes revealed species- and stage-specific clusters.

**Data sets**	**No. of genes (%)**	**No. of clusters**	**Stage specific clusters (genes)**	**Description (%)**
Pima developmentally regulated profile	2943 (**24.39**)	10	1 (323), 5 (239)	Up^1 ^during PCW synthesis only (**4.65**)
			2 (232), 9 (209)	Up^1 ^during SCW deposition only (**3.65**)
			4 (399)	Up^1 ^in PCW and SCW (**3.31**)
			3(493), 6(588), 8 (217)	Down^2 ^in PCW and SCW (**10.76**)
			7 (77), 10 (86),	Oscillating (**1.35**)

TM1 developmentally regulated profile	2281 (**18.90**)	8	5 (234), 8 (122)	Up^1 ^during PCW synthesis only (**2.95**)
			6 (160), 7 (400)	Up^1 ^during SCW deposition only (**4.64**)
			1 (353)	Up^1 ^in PCW and SCW (**2.92**)
			2(392), 3(517), 4 (103)	Down^2 ^in PCW and SCW (**8.38**)

Top differentially expressed genes between Pima and TM1 profiles of fiber transcriptome	1167 (**9.67**)	2	1 (465)	Pima specific pattern (**3.85**)
			2 (702)	TM1 specific pattern (**5.81**)

^1 ^Up-regulated, ^2 ^Down-regulated; All percentages in this table were calculated relative to the total number of profiled genes (12063 after filtration) in this study

### Differential expression profiles in Pima versus TM1 fibers

The double feature selection (DFS) analysis developed in this study identified discrete time points that distinguished developmental stages both within and between species. 

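TM1 fiber at 24 dpa showed 1337 probes at least 2-fold higher and 1466 at least 2-fold lower than at 5 dpa, together 2803 (23.6% of 11882). The totals were 709 at 8 dpa, 582 at 10 dpa, 956 at 14 dpa and 1543 at 17 and at 21 dpa, and 24 dpa had the highest total under each alternative tried. With the filter on the buffer spots' mean plus 3 SD, however, 24 and 21 dpa hardly differed, at 32 and 31 of 205 probes. That ratio was 1.03, with a bootstrap 95% interval over probes of 0.821 to 1.29. The filter needs signal in every scanner file, so it leaves out probes near the buffer at some stage, and 2 bright buffer spots raised its threshold in 11 of 12 files. It therefore cannot settle whether 24 dpa differed from 21 dpa. Of the probes changed at any stage, 2282 (59.4%) had their largest change at 24 dpa. Among the named Set 1 genes, a histone deacetylase 6 probe (GA_10dpa_fiberEST_03570) was highest at 24 dpa, at 5.63 (above the buffer in 0 of 12 scanner files). Next came protease P27 (GA_10dpa_fiberEST_06430) at 4.96, a Yippee-like protein (GA_10dpa_fiberEST_00794) at 4.92 (5 of 12) and a WD-repeat protein (GA_10dpa_fiberEST_07368) at 4.68 (1 of 12). The lowest included an NPH3 domain protein (GA_10dpa_fiberEST_00949) at -3.87, an ethylene-responsive RNA helicase (GA_10dpa_fiberEST_02353) at -3.53 and the growth-on protein GRO11 (GA_10dpa_fiberEST_00067) at -3.20. Of 4 proteolysis genes in Set 1, 3 were higher and 1, the subtilisin-like SBT2, was lower, with a median of 2.08. Of 8 small GTPases and calcium signalling genes, 3 were higher and 2 lower, with a median of 0.75. These medians lay at the 99.95 and 99.98 percentiles of 10000 random lists matched on signal, a description of lists that the study chose on these samples. Between 21 and 24 dpa, 926 probes rose and 677 fell by 2-fold or more, against 405 and 376 between 17 and 21 dpa. Probe numbers with a pair of entries in the profiles, the measure of technical spread used here, differed with an SD of 1.56 at 24 dpa and 0.94 at 21 dpa over 17 pairs. The ratio was 1.67, and 0.967 without the 2 most divergent pairs, which both differ most at 24 dpa. At least 2-fold apart were 0 of 17 pairs at 8 dpa, 3 at 21 dpa and 6 at 24 dpa, with median differences of 0.13, 0.40 and 0.62. How many of the 2803 calls lie within such a spread was not tested. The dimmest scanner file belongs to the 24 dpa sample. Among the 3961 probes with the highest mean signal, 687 passed 2-fold at 24 dpa and 426 at 21 dpa, and in sets added after the data were seen, 243 and 181 of the 1189 highest and 40 and 39 of the 205 highest.

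**Figure D1:**
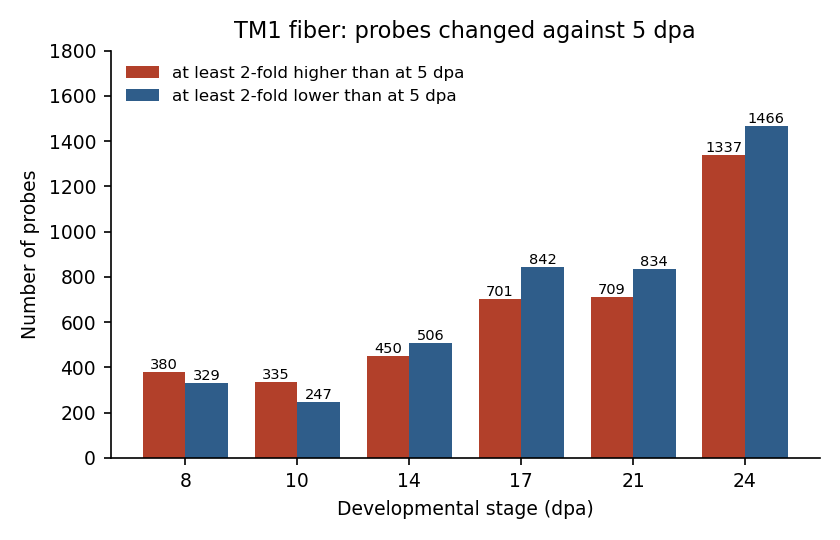
Number of probes at least 2-fold higher (red) or lower (blue) than at 5 dpa at each TM1 stage, out of 11882 probes. The horizontal axis is the stage in dpa and the vertical axis the number of probes; the bars reach 1337 and 1466 at 24 dpa.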

The maximum number of differentially expressed genes occurred coincident with peak cellulose synthesis and SCW biogenesis at 24 dpa in both species. Similarly, the greatest genetic distance between any two time points of the two species occurred during 17 and 24 dpa (Figure 2A) corresponding to the PCW/SCW transition stage. It was for these reasons these two data points (17 and 24 dpa) were used to further characterize the differences between the fiber transcriptomes of Pima and TM1. However, three other combinations of time points were found to be highly discriminating between Pima and TM1 profiles (Figure 2A), which might also participate in coding the differences between both species. 

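Within Set 1, the only genes for which both genotypes could be compared here, the gap between the log2 ratios of Pima (the paper's values) and TM1 widened with stage. Its mean absolute size was 0.79 at 8 dpa, 0.97 at 10 dpa, 1.21 at 14 dpa, 1.83 at 17 dpa, 2.32 at 21 dpa and 3.03 at 24 dpa. The median absolute size fell from 0.65 at 8 dpa to 0.58 at 10 dpa and then rose to 2.65 at 24 dpa. The tonoplast channel ZmTIP4-4 stood at 2.07 in TM1 and at the paper's 0.97 in Pima at 8 dpa, and at 1.24 and the paper's -3.77 at 24 dpa. A beta-galactosidase (GA_10dpa_fiberEST_04269) stood at -0.82 in TM1 and the paper's 1.81 in Pima at 21 dpa, and at -0.17 and the paper's 2.13 at 24 dpa. Summed over probes, D was 414 for 21 and 24 dpa (107 probes), 411 for 17 and 24 dpa (113 probes), 383 for 14 and 24 dpa and 372 for 10 and 24 dpa. On linear ratios 17 and 24 dpa had the largest sum of the 15 stage pairs, 1133 over 113 probes against 1130 over 107 for 21 and 24 dpa, which had the larger mean per probe (10.6 against 10.0) and, over the 104 probes with all values, a setting added after the data were seen, also the larger sum. Set 1 was selected at 17 and 24 dpa, and the probes outside it were not compared here.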

The top discriminating genes (1167 genes) at 17 and 24 dpa were identified based on the expression distance between the two species with a cut-off distance of D ≥ 2. 

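Of the 113 Set 1 probes with values in both genotypes at 17 and 24 dpa, 112 had D of at least 2, with a median of 3.18. Set 1 holds only genes that the study had selected by this distance. The count therefore checks how D was computed and is no result about the genes. The Yippee-like protein had a D of 8.51, the WD-repeat protein 7.83 and a probe described as cDNA sequence BC027373 (GA_10dpa_fiberEST_06126) 7.51. The largest D, 10.8, belonged to a probe of unknown function (GA_10dpa_fiberEST_05939) at 6.43 in TM1 and the paper's -0.10 in Pima at 17 dpa, chosen for mention after its value was seen and above the buffer in 0 of 12 scanner files. The probe below 2, GA_10dpa_fiberEST_03870, named after its value was seen, had 1.73; with the other deposited entry of this probe number, a setting added after the data were seen, it had 2.79, and 113 of 113 reached 2, as they did with the TM1 values of Additional file 1 (lowest 2.04). Median D was highest in cluster 4 (4.62) and lowest in cluster 5 (2.36). The methods normalize D by the number of time points in a combination, without saying whether the threshold of 2 was set on the normalized D, and with D divided by that number 35 of 113 probes were at or above 2. Their number was 76 with D divided by the square root of that number, 70 on natural logarithms and 64 on linear ratios. The study drew Set 1 from genes past its threshold, so every probe should reach 2. Of these scalings only undivided log2 D, with the TM1 values of Additional file 1, gave that. These values argue that the threshold was set on undivided log2 D. The other top discriminating genes were not analysed here, and the Pima values are the paper's.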

Upon clustering, two distinct clusters were created (Figure 2B) with an average Silhoutte score [8] equal to 0.7 (Figure 2C), which implies a strong assignment of genes to clusters. These two clusters were visualized using singular value decomposition (SVD) [9] as shown in Figure 2B. SVD analysis showed that the first three principal components explained 74% of the total variance in the difference of expression levels. Cluster one included 465 genes that were up-regulated in Pima developmental profiles, while the same genes were down-regulated in TM1 profiles. Cluster 2 comprised 702 genes that were specifically up-regulated in the TM1 developmental profile and down-regulated in Pima profile. Figure 2B illustrates how distinct the two clusters were from one another, indicating that these two clusters are naturally occurring within the top discriminating gene set. These results reflect the efficiency of double feature selection in mining two independent microarray studies, and extracting naturally-occurring data variances that are biologically relevant.

**Figure 2:**
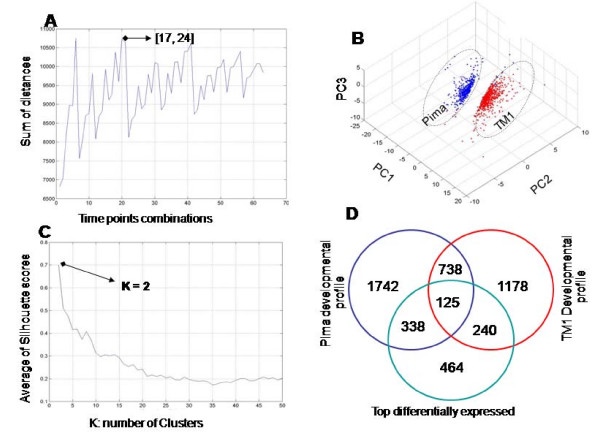
**Double feature selection analysis of Pima and TM1 transcriptome profiles of developing fibers**. **A **and **B **show that K = 2 in K-means clustering was the best value according to the Silhouette score (**A**) and degree of separation in SVD analysis (**B**). The greatest genetic distances between the two profiles were defined by 17 and 24 dpa stages (**C**). **D **shows the intersection between the top differentially expressed genes between Pima and TM1 transcriptomes and developmentally regulated profiles in Pima and TM1.

### Top discriminating genes partially intersect with developmentally regulated genes

Identifying the intersecting genes between developmentally regulated profiles identified by independent analysis of Pima and TM1 transcripomes and the top discriminating genes identified by DFS serves two purposes: it assesses the level of significance in the top discriminating genes, and identifies species-specific differentially regulated profiles. A custom Perl script was developed to identify intersecting genes between the following three data sets: developmentally regulated fiber genes from Pima, developmentally regulated fiber genes from TM1, and the DFS top discriminating genes (Figure 2D). Three intersecting gene sets of interest were generated. Set 1 includes 125 genes that intersect the top differentially expressed genes identified by DFS and developmental profiles (Additional file 1), and represents highly-distant differentially expressed genes between developmentally-regulated fiber profiles of Pima and TM1. 

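Of the 125 Set 1 genes, 124 have TM1 values, and 102 of these were at least 2-fold from 5 dpa at 1 or more stages in TM1. The paper's Pima values passed 2-fold in 103 genes, and 80 genes passed it in both genotypes. At 24 dpa, 53 genes were at least 2-fold higher and 41 at least 2-fold lower in TM1, while in the paper's Pima values 26 were higher and 43 lower of 117. A putative ripening-related protein (GA_10dpa_fiberEST_09677) rose in TM1 to 2.79 at 17 dpa and 3.71 at 24 dpa. An omega-3 fatty acid desaturase (GA_10dpa_fiberEST_12708), which makes linolenic acid, was at 0.49 at 8 dpa and fell to -2.26 at 21 dpa and -3.47 at 24 dpa. A histone deacetylase 6 probe (GA_10dpa_fiberEST_03570) went from 5.56 at 17 dpa to -4.93 at 21 dpa and 5.63 at 24 dpa, with a signal above the buffer in 0 of 12 scanner files.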

Specific to the Pima developmental profile, Set 2 includes 338 genes that intersect with the top DFS differentially expressed genes, and were not significantly expressed in TM1. Similarly, Set 3 included 240 genes that intersect with TM1 developmentally regulated genes and the top DFS differentially expressed genes, and were not significantly expressed in Pima (Figure 2D). These three gene sets are anticipated to be key to elucidating the genetic mechanisms that underpin phenotypic differences in the physical fiber traits of the two species. 

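Opposite directions at every stage were found for 8 of the 104 Set 1 genes with all 12 values. Calcium-dependent protein kinases (GA_10dpa_fiberEST_04766 and GA_10dpa_fiberEST_00016), which act in calcium signalling, were below 5 dpa in TM1 at all 6 stages (-1.36 and -1.64 at 24 dpa) and above it in Pima (the paper's 1.37 and 0.81). In the other direction, 6 genes were above 5 dpa in TM1 and below it in Pima throughout, by sign alone. A second protease P27 probe (GA_10dpa_fiberEST_06424) stood at 2.87 in TM1 and the paper's -0.71 in Pima at 24 dpa. Xyloglucan endotransglycosylase stood at 2.06 and the paper's -0.97, and cytochrome c oxidase subunit II at the paper's -0.46 in Pima. The others were 3 probes described as unknown function or hypothetical protein (GA_10dpa_fiberEST_00112, GA_10dpa_fiberEST_03041 and GA_10dpa_fiberEST_04153), named after their values were seen. Some of the paper's Pima values hardly differed from 5 dpa. They were -0.0014 beside 10 dpa for GA_10dpa_fiberEST_06424 and -0.0075 at 17 dpa for xyloglucan endotransglycosylase. The other protease P27 probe (GA_10dpa_fiberEST_06430) was above 5 dpa in Pima at 21 and 24 dpa, at the paper's 1.54 and 0.49. At single stages, the share of genes with opposite signs was 41.3% (50 of 121) at 8 dpa, 39.2% at 10 dpa, 38.7% at 14 dpa, 51.3% at 17 dpa, 49.5% at 21 dpa and 53.4% (62 of 116) at 24 dpa. The correlation of the Pima and TM1 profiles over the 6 stages was negative for 52 of the 104 genes, with a median r of -0.04. The median was 0.09 by Spearman correlation and 0.07 without 24 dpa, so its sign depends on the setting. With genes at 0.5 or more from 0 on the log2 scale in both genotypes, 60.2% (50 of 83) had opposite signs at 24 dpa and 25% (4 of 16) at 8 dpa. The study selected Set 1 for a large distance between the genotypes at 17 and 24 dpa, which favours opposite signs at these stages. The higher shares there are therefore not independent evidence.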

The expression patterns of Set 1 genes in Pima fiber were completely opposite to those of TM1, and likely reflect genetic differences in developmental programming that account for the genotypic differences responsible for the fiber phenotype. Moreover, the fact that Set 1 genes are significantly regulated in a manner that is diametrically opposed in the two species suggests that the expression level of these genes might be involved in triggering/stimulation the expression of genes in Set 2 (Pima-specific) and Set 3 (TM1-specific). In this article, functional analysis of genes in Set 1 (Additional file 1) was the main focus of the discussion.

### Species and stage specific gene profiles

Genes in Set 1 are anticipated to play key roles in fiber morphogenesis and to exert a direct impact on fiber development and the phenotypic differences between Pima and TM1 fibers, and therefore warrant further investigation within a biologically relevant context. 

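At 24 dpa, 10 Set 1 genes were at least 2-fold higher than at 5 dpa in Pima (the paper's values) and at least 2-fold lower in TM1, all of them in cluster 3. They include a CER1-like protein (GA_10dpa_fiberEST_10650), of cuticular wax synthesis, at -1.17 in TM1, flavanone 3-hydroxylase, at the paper's 1.74 in Pima, and translation initiation factor eIF-1A (GA_10dpa_fiberEST_10518, named after its value was seen), at -1.45 in TM1 and the paper's 1.90 in Pima. A further 14 genes were at least 2-fold higher in TM1 and lower in Pima. Expansin 1 stood at 1.06 in TM1 and the paper's -2.24 in Pima, and beta-tubulin at 1.01 and the paper's -1.42. Both genotypes were at least 2-fold lower in 5 genes, among them an ABC transporter (GA_10dpa_fiberEST_05134) at -1.42 in TM1 and the paper's -3.75 in Pima, which was named after its value was seen. Of 113 genes averaged over 17 and 24 dpa without a size rule, 21 were up in Pima and down in TM1, 40 up in TM1 and down in Pima, 25 up in both and 27 down in both. Set 1 was selected by its distance at 17 and 24 dpa, so the counts in opposite directions are not independent evidence.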

Within Set 1, three species-specific regulatory trends were identified: genes up-regulated in Pima but down-regulated in TM1, up-regulated in TM1 and down-regulated in Pima, and up-regulated in both species (Figure 3). 

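The 13 cluster 1 genes had a TM1 median of 0.09 at 14 dpa, 1.203 at 17 dpa (7 of 13 genes at least 2-fold higher), 0.61 at 21 dpa and 3.35 at 24 dpa, where 13 of 13 were at least 2-fold higher than at 5 dpa, against the paper's Pima median of 0.35. Of these 13 probes, 8 were above the buffer in at most 3 of 12 scanner files, and the other 5 had a median of 3.52 at 24 dpa, a split made after the data were seen. Across the 34 genes of cluster 2, which include expansin 1, tubulins and water channels, the TM1 medians lay between 0.34 (10 dpa) and 0.63 (14 dpa), while the paper's Pima median was -2.40 at 24 dpa, with 32 of 34 genes at least 2-fold lower. In cluster 3, with 42 genes measured in TM1, medians went from -0.49 at 8 dpa to -1.60 at 24 dpa in TM1, and from the paper's 0.03 to 1.24 in Pima. The 28 genes of cluster 4, with both protease P27 probes and ferritin 3, had TM1 medians of 0.65 at 8 dpa, 1.44 at 14 dpa and 2.58 at 24 dpa, where 26 were at least 2-fold higher, and the paper's Pima median was -0.63. In cluster 5 (7 genes) the TM1 median fell from 0.49 at 8 dpa to -2.22 at 24 dpa, and 6 of 7 genes were at least 2-fold lower. The TM1 median lay at percentile 100 of 10000 random probe lists matched on signal in clusters 1 and 4, and at percentile 0 in cluster 3, at 24 dpa. The clusters were defined by the study on these values, so the percentiles describe them and test nothing.

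**Figure D2:**
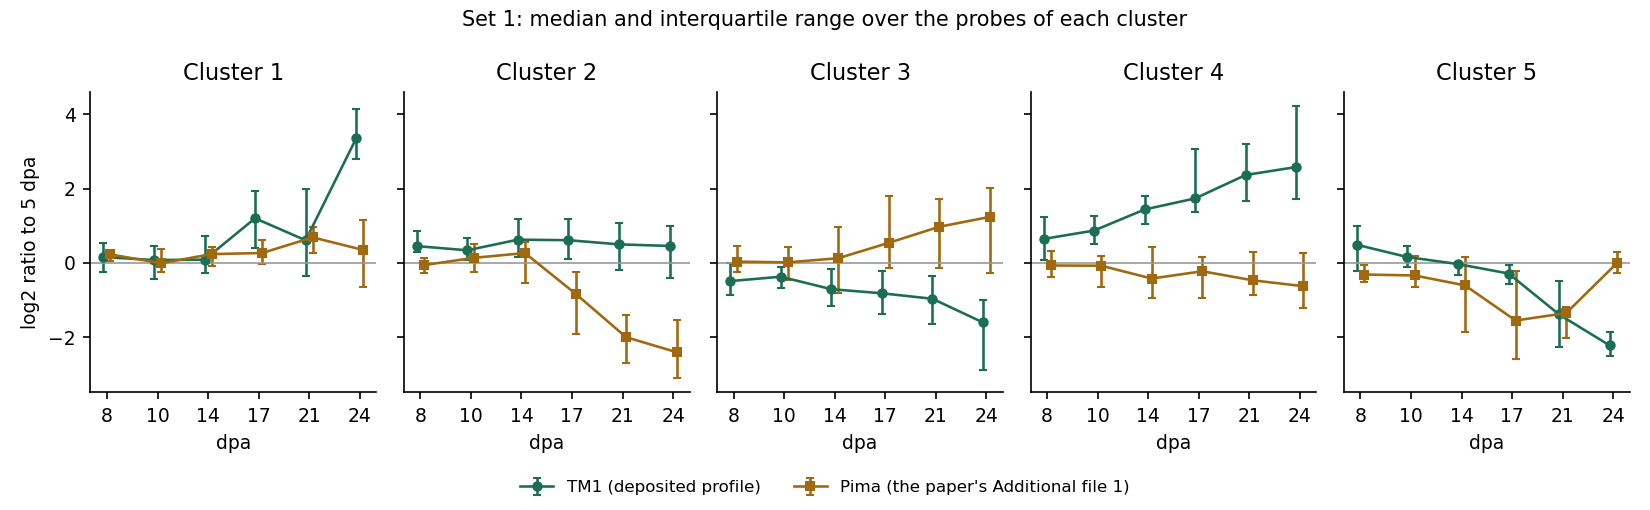
Median log2 ratio to 5 dpa of the Set 1 genes in each of the 5 clusters (vertical axis) by stage in dpa (horizontal axis, stages evenly spaced), for TM1 (green circles, deposited profiles) and Pima (brown squares, the paper's Additional file 1, whose 11 dpa column is drawn at 10 dpa). Vertical lines span the interquartile range over genes; in cluster 4 the TM1 median reaches 2.58 at 24 dpa.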

Further dissection of these genes using K-means clustering revealed five species-specific and developmental stage-specific clusters of co-expressed genes (Table 2). Interestingly, the expression profiles of these clusters revealed that a major difference in gene expression dynamics in the developmental programs of Pima and TM1 occurs mainly in the intervals between 14 to 21 dpa, and 21 to 24 dpa. These intervals correspond to the transition period overlapping PCW and SCW synthesis, and coincide with the termination of rapid polar elongation and early entry into cellulose biosynthesis and biogenesis of the SCW [4], respectively. 

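From 14 to 21 dpa, 28 of 109 Set 1 genes changed by at least 2-fold in TM1 and 66 in Pima, the latter on the paper's values. In cluster 2, 27 of 34 genes fell in Pima and 4 in TM1. PIP2-2 went from the paper's 0.29 to -2.72 in Pima and from 1.11 to 0.79 in TM1. In cluster 3, 20 genes rose in Pima and 2 in TM1, and in cluster 4, 9 rose and 0 fell in TM1, while 6 rose and 8 fell in Pima. From 21 to 24 dpa, 24 of 107 genes changed by at least 2-fold in TM1 and 20 in Pima. In that interval 9 of the 13 cluster 1 genes rose in TM1, among them a putative anthranilate N-hydroxycinnamoyl/benzoyltransferase (GA_10dpa_fiberEST_10567) from 0.66 to 3.35, a probe above the buffer in 2 of 12 scanner files. Between earlier stages the counts were 10 in TM1 and 16 in Pima of 117 genes from 8 to 10 dpa, and 9 and 14 of 116 from 10 to 14 dpa. Single intervals differ in length, and the Pima interval from 8 dpa ends at 11 dpa.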

Approximately 34.4% (43) of the genes in this data set are of unknown function or annotated as hypothetical proteins. Therefore, gene ontology and pathway analyses were limited to 65.6% (82) of the genes in Set 1. 

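Of the 125 Set 1 descriptions in Additional file 1, 50 read unknown function and 8 hypothetical protein, together 58 (46.4%). In TM1 at 24 dpa, 26 of these 58 genes were at least 2-fold higher and 21 at least 2-fold lower than at 5 dpa, against 27 higher and 20 lower of the 66 other genes with TM1 values. A probe of unknown function in cluster 4 (GA_10dpa_fiberEST_10188, named after its values were seen) was higher at every stage, from 3.10 at 8 dpa to 5.14 at 24 dpa, and at the paper's 1.97 and 0.45 in Pima. An Arabidopsis match with a description is listed for 15 of the 58 genes and for none of the other 43, a tally made after the paper's number was seen.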

Stage-specific and species-specific metabolic/regulatory pathways and molecular functions identified for genes in each cluster specifically characterize each fiber developmental stage at the molecular level. For instance, genes in cluster 3 were up-regulated during the synthesis of both PCW and SCW in developing Pima fibers, while they were down-regulated during the same stages in TM1 (Table 2). In this cluster, sucrose metabolism was the top represented GO category (*P *= 0.03) and pathway (Table 2). This finding highlights the important role of sucrose metabolism in fiber morphogenesis and as a diagnostic marker for the structural properties that distinguish the superior Pima fiber phenotype. 

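In TM1, 31 of the 42 cluster 3 genes with values were at least 2-fold lower than at 5 dpa at 24 dpa and 5 were higher. A subtilisin-like protease, SBT2 (GA_10dpa_fiberEST_10417), stood at -0.76 at 17 dpa and at -2.19 and -2.23 at 21 and 24 dpa in TM1, against the paper's 0.82 and 0.08 in Pima at the latter stages. Actin (GA_10dpa_fiberEST_04501), of the cytoskeleton, was at -0.98 in TM1 and the paper's 2.45 in Pima at 24 dpa. During PCW synthesis fewer cluster 3 genes were 2-fold lower in TM1: 7 at 8 dpa, 6 at 10 dpa and 14 at 14 dpa. The paper's Pima values were at least 2-fold higher for 4 of 41, 6 of 41 and 10 of 40 genes at those stages and for 20 of 39 at 24 dpa, and at least 2-fold lower for 0, 6, 9 and 0 genes. In the scanner files, 37.2% of cluster 3 probes were above the buffer spots' median plus 3 scaled median absolute deviations in all 12 files, against 62.9% in clusters 2 and 4, and 69.8% against 72.6% in at least 11 files, a rule added after the data were seen. A lower signal is also what a lower transcript level in TM1 would give.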

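Starch and sucrose metabolism is listed for 4 genes of Set 1, all in cluster 3. Sucrose synthase, which splits sucrose to give the UDP-glucose used for cellulose, has 2 probes, and both were lower in TM1. Probe GA_10dpa_fiberEST_00620 declined from -0.85 at 8 dpa to -2.41 at 24 dpa, and probe GA_10dpa_fiberEST_10590 from -0.20 to -2.85 at 21 dpa and -2.68 at 24 dpa. Both probe numbers have another deposited entry, which went from -0.47 to -1.73 for the former and from -0.26 to -2.49 for the latter between 8 and 24 dpa. In Pima the paper's values for the former were -2.06 at 14 dpa and 1.63 at 24 dpa, and for the latter -2.65 and -0.60. The median of both was -2.55 at 24 dpa. A membrane-anchored endo-1,4-beta-glucanase (GA_10dpa_fiberEST_10639) and a cellulose synthase catalytic subunit (GA_10dpa_fiberEST_02992), both of cellulose synthesis, stayed within 2-fold of 5 dpa in TM1, at 0.88 and 0.43 at 24 dpa (0.84 in the other entry of the latter), and reached the paper's 5.05 and 3.81 in Pima. With the array's own GhCesA features they form a cellulose synthesis list of 4, of which 2 were higher and 0 lower at 24 dpa, with a median of 1.29; GhCesA-1, 1 of the higher features, was above the buffer in 3 of 12 scanner files. Of 2 phenylpropanoid genes in Set 1, 1 was higher and 1 lower at 24 dpa. The TM1 values of GA_10dpa_fiberEST_00620 and GA_10dpa_fiberEST_02992 in Additional file 1 differ from the deposited ones by up to 0.66 and 0.16 on the log2 scale. The paper describes this cluster as regulated in opposite ways in the genotypes, with sucrose metabolism prominent in it. It states that sucrose metabolism has an important role in fiber morphogenesis and serves as a diagnostic marker of the Pima phenotype. By sign, however, GA_10dpa_fiberEST_10590 was below 5 dpa in both genotypes at all 6 stages. The endo-1,4-beta-glucanase and the cellulose synthase subunit were above it in both throughout, and GA_10dpa_fiberEST_00620 had opposite signs at 2 of 6 stages.

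**Figure D3:**
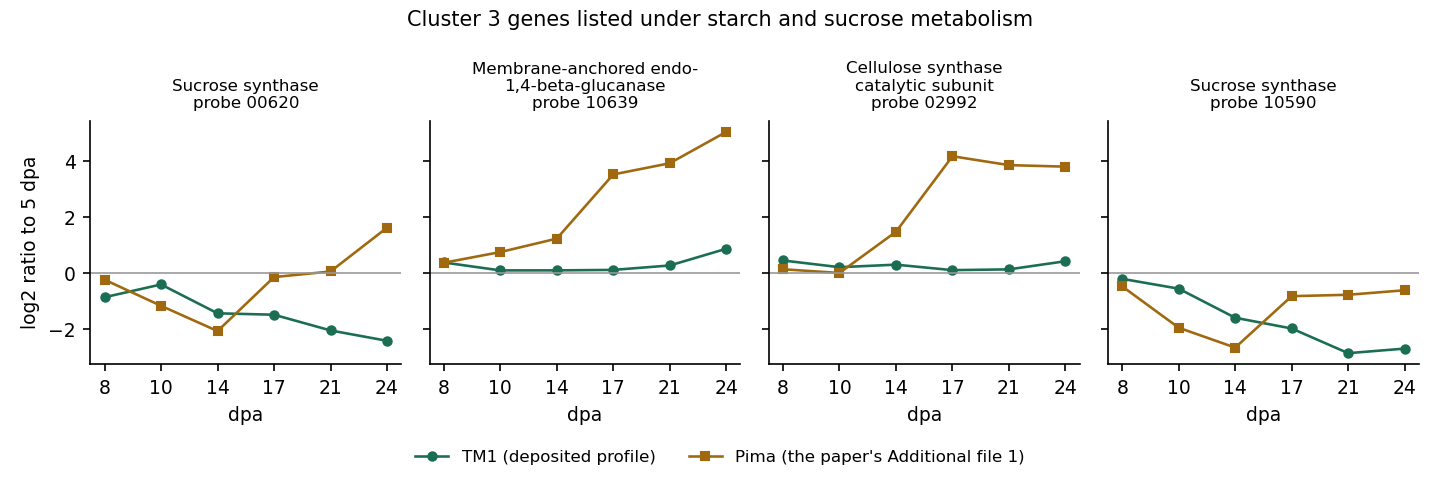
Log2 ratio to 5 dpa (vertical axis) by stage in dpa (horizontal axis, stages evenly spaced) of the 4 cluster 3 genes listed under starch and sucrose metabolism, for TM1 (green circles, deposited profiles) and Pima (brown squares, the paper's Additional file 1, whose 11 dpa column is drawn at 10 dpa). Each point is 1 value without a replicate; the TM1 lines of the sucrose synthase probes end at -2.41 and -2.68.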

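In cluster 5, the gene listed under phenylalanine metabolism in Additional file 1 is a cytoplasmic aspartate aminotransferase (GA_10dpa_fiberEST_12276), which interconverts amino acids. It stood within 2-fold of 5 dpa in TM1 up to 21 dpa (-0.35 at 8 dpa, -0.29 at 17 dpa and -0.25 at 21 dpa) and at -2.55 at 24 dpa. The paper's Pima values for it were -0.58 at 8 dpa, -2.01 at 21 dpa and -0.51 at 24 dpa. Over the cluster's genes the TM1 median was 0.16 at 10 dpa, -0.03 at 14 dpa, -0.29 at 17 dpa and -1.39 at 21 dpa. At 8 dpa 2 of 7 genes were at least 2-fold higher in TM1. The paper's Pima medians were -0.61 at 14 dpa, -1.55 at 17 dpa, -1.35 at 21 dpa and -0.01 at 24 dpa. With 7 genes, 1 of them the erratic histone deacetylase 6 probe, the cluster rests on few values, and a mean in place of the median is 0.38 at 17 dpa.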

Interestingly, the top represented GO category in cluster 5 was phenylalanine (PAL) metabolism (*P *= 0.004), which included genes up-regulated during PCW synthesis in TM1 and SCW deposition in Pima, but down-regulated during the transition stage PCW/SCW in both species (Table 2). In contrast to PAL metabolism, the coumarin biosynthetic pathway, the major pathway in cluster 2 (*P *= 0), was down-regulated during Pima SCW biogenesis and up-regulated during the PCW/SCW transition stage in TM1. 

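In TM1, 10 of the 34 cluster 2 genes were at least 2-fold higher than at 5 dpa at 17 dpa and 0 were lower, with a median of 0.61. Expansin 1 stood at 1.32 and the Ran-specific GTPase-activating protein (GA_10dpa_fiberEST_05078) at 1.22. At 14 dpa 12 genes were already higher and 0 lower, with a median of 0.63. From 14 to 17 dpa 0 genes rose and 0 fell by 2-fold in TM1, with a median change of -0.03. The cluster therefore showed no rise in TM1 between these stages. At 21 dpa 11 genes were higher and 1 lower, and at 24 dpa 8 were higher and 3 lower. In Pima, 14 of 34 genes were at least 2-fold lower at 17 dpa and 30 at 21 dpa on the paper's values. Both ribosomal proteins of Set 1 are in this cluster, S18 (GA_10dpa_fiberEST_11614) at -0.94 and L5 (GA_10dpa_fiberEST_12542) at 0.18 in TM1 at 24 dpa, against the paper's -3.03 and -2.91 in Pima, so that 0 of 2 ribosomal proteins changed by 2-fold in TM1. The copy of Additional file 1 used here lists 0 genes under stilbene, coumarin or lignin biosynthesis in cluster 2, so no value is given for that pathway.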

The up-regulation of phenolic synthesis pathways during PCW development and the PCW/SCW transition stages in TM1 suggests a possible role in curtailing the rate of PCW expansion in TM1 relative to developing Pima fibers.

**Figure 3:**
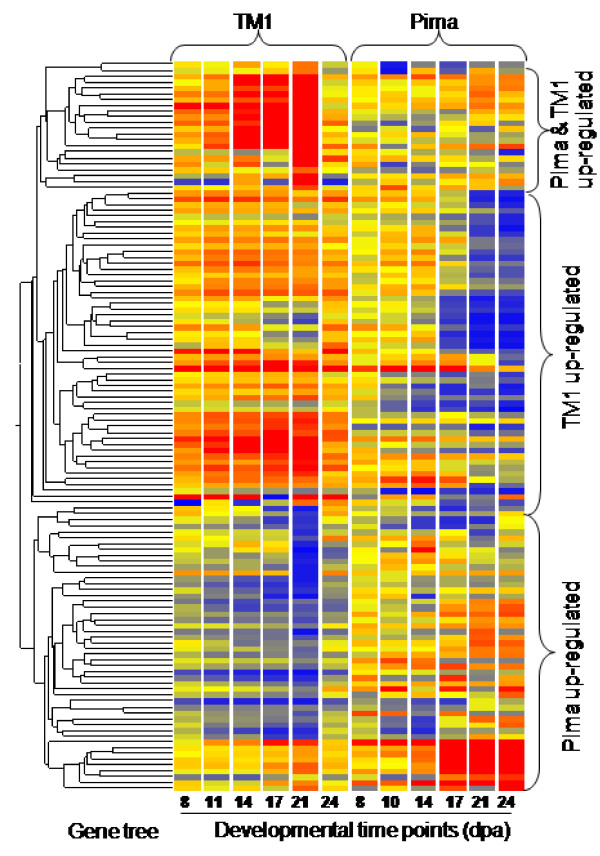
**Expression and condition tree (2 genotypes) of genes in Set 1 showing three profiles of differential regulation between Pima and TM1**. Up-regulated Pima genes were down-regulated in TM1, and vice versa for the TM1 up-regulated profile. A small group of genes was up-regulated in both genotypes. In the tree, red color indicates up-regulation, while blue color indicated down-regulation. The darker the color, the higher/lower (depending on color) level of expression of the corresponding gene.

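Genes at least 2-fold above 5 dpa in both genotypes at 24 dpa numbered 11 of 116, with 5 in cluster 1, 5 in cluster 3 and 1 in cluster 5. The cluster 5 gene was the histone deacetylase 6 probe, above the buffer in 0 of 12 scanner files. The lipid transfer protein, of a family that binds lipids in the wall and cuticle, reached the paper's 5.05 in Pima, and the ripening-related protein the paper's 1.24. The probe described as cDNA sequence BC027373 stood at 1.12 in TM1 and the paper's 5.54 in Pima. By sign alone, 6 of 104 genes were above 5 dpa in both genotypes at all 6 stages. They were ferritin 3, Rab11C (GA_10dpa_fiberEST_11669), the ripening-related protein, the endo-1,4-beta-glucanase, the cellulose synthase catalytic subunit and the cluster 4 probe GA_10dpa_fiberEST_10188. The cellulose synthase subunit was at the paper's 0.015 in Pima beside 10 dpa. A second Rab11C probe (GA_10dpa_fiberEST_03038) was below 5 dpa in Pima at 21 and 24 dpa (the paper's -0.64 and -0.70). Another 10 genes were below 5 dpa in both at all 6 stages.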

**Table 2:** Developmental, function and pathway analyses of 125 cotton fiber genes (Set 1) identified by expression profiling and double feature selection analysis highlighting the top represented GO pathways.

**Cluster (genes)**	**Pima pattern**	**TM1 pattern**	**Top pathway (*P *value)**	**Top GO (*P *value)**
1 (13)	Slightly up in SCW	Highly up in SCW	Reductive carboxylase cycle **(0.013)**	Response to biotic stimulus **(0.02)**
2 (34)	Down in SCW	Slightly up in the overlapped transition from PCW to SCW	Stilbene, cumarine and lignin biosynthesis **(0)**	Purine nucleotide binding **(0.025)**
3 (43)	Up in both PCW and SCW	Down in both PCW and SCW	Starch and Sucrose metabolism **(0.03)**	Sucrose metabolism **(0.02)**
4 (28)	Up in PCW and down in SCW	Up in both PCW and SCW	VEGF signaling pathway **(0.02)**	Serine-type peptidase activity **(0.0003)**
5 (7)	Down in the transition from PCW to SCW and up in SCW	Up in the PCW and down in the transition from PCW to SCW	Phenylalanine metabolism **(0.004)**	Transferase activity **(0.01)**

## Discussion

Although developmental programming of fiber morphogenesis is very similar in both Pima and TM1, species-specific differences in the structure and composition of the cell walls produce discrete fiber phenotypes and fiber quality traits. It is crucial to discover the genes responsible for governing fiber properties, and especially those diagnostic genes of the Pima fiber phenotype for the genetic enhancement of fiber quality. The main objective here was to apply a novel application of double feature selection analysis to microarray data as a means for identifying transcriptional differences between developing Pima and TM1 fibers, and to gain novel insight into the mechanisms that underlie the phenotypic differences. From a global perspective, developmentally regulated genes during fiber morphogenesis only partially overlap in Pima and TM1, indicating that discrete genetic mechanisms govern fiber morphogenesis are involved. The higher percentage of the transcriptome that is specifically regulated in developing Pima fiber (17.24%) relative to TM1 (11.75%) is consistent with genetic mapping studies showing a decided bias for Pima alleles in interspecific mapping populations [10]. Moreover, the portions of the transcriptome contributing to each of the developmental stages are higher in Pima than in TM1 for all stages of fiber development, with the surprising exception of the SCW stage, in which 4.64% of the transcriptome is specific to SCW synthesis in TM1 as opposed to only 3.65% in Pima (Table 1). Keeping in mind the superiority of Pima fiber quality relative to TM1 appears to be primarily controlled by cellulose synthesis and associated metabolic processes during the SCW biogenesis lends even greater credence to our findings. This study provides the first compelling evidence that developmental programming of fiber morphogenesis in Pima and Upland cottons are linked to discrete genetic mechanisms that govern the fiber phenotype (Table 1). Such information will prove vital to molecular breeding programs that focus on the genetic enhancement of fiber quality. The identification of developmentally-regulated, stage- and species-specific gene clusters in this study is the first step toward developing a comprehensive understanding of fiber development at the molecular genetics level. Moreover, genetic dissection of the fiber transcriptome into stage- and species-specific profiles paves the way for addressing important biological questions in plant cell development and applications in agricultural biotechnology to improve fiber traits.

The novel application of feature selection analysis established that the most distant time points, in terms of gene expression, between Pima and TM1 development occur at 17 and 24 dpa (Figure 2A). With a small genotype-based variation in developmental timing and duration of the PCW/SCW transition stage, the interval between 17 and 24 dpa represents the general frame for PCW/SCW transition stage. The duration of this stage is thought to be species-specific and longer in species that produces longer fibers [11], which will have direct influence in both fiber length and strength. This explains the importance of indentifying top discriminating genes at these two time points between the transcriptome of the two genotypes. Based on expression profiles of the fiber transcriptome at these two points, the top discriminating genes (1167) between Pima and TM1 are naturally classified into Pima-specific (3.85%) and TM1-specific (5.81%) as identified by K-means clustering and supported by SVD analysis (Figures 2B and 2C). The reliability and biological relevance of the results prove that double feature selection analysis offers a powerful new tool with applications in data mining of microarray data. Species-specific regulation patterns represented 60.21% of the top discriminating genes: 28.96% of which are Pima-specific, 20.56% TM1-specific, and 10.71% are regulated in both Pima and TM1 (Figure 2D). The results suggest that genes that intersect in the three data sets are major players of functional importance in fiber developmental programs that in turn, dictate the physical differences between Pima and TM1 fiber phenotypes. Interestingly, expression patterns of Set 1 genes (10.71%) in Pima fibers are the opposite of the patterns produced in TM1, leading to the speculation that expression of Set 1 genes influences, either directly or indirectly, the execution of genetic programs encoded by gene Sets 2 (28.96%) and 3 (20.56%) in Pima and TM1, respectively. Therefore, it is possible that differential expression of Set 1 genes between Pima and TM1 may trigger or stimulate the expression of genes in Sets 2 and 3 in a species-specific manner. Thus, Set 1 genes may be key to the successful genetic manipulation of cotton fiber traits. Further classification of Set 1 genes identified five species- and stage-specific gene clusters regulated primarily at the transition stage between PCW and SCW synthesis, and the early phases of SCW biogenesis (Table 2). Functional analysis of these five species- and stage-specific clusters unveiled major pathways that are differentially regulated in Pima in contrast to TM1 fibers. Cotton fiber cell walls are >96% cellulose at maturity and differential regulation of carbohydrate metabolism is no doubt a critical component in determining the fiber phenotype, which in turn, hinges on the structure and composition of the PCW and SCW. Therefore, the fact that sucrose metabolism (*p *= 0.02) is up-regulated during PCW and SCW in Pima versus TM1 and is associated with higher sucrose synthase activity is an important discovery. Sucrose synthase is thought to interact with the cellulose synthase complex to presumably act as a metabolic channel to convert sucrose into glucose via UDP-glucose to add sugar moieties to the growing glucan chain during cellulose synthesis [12]. Therefore, differential expression of sucrose synthase maybe key to the development of superior Pima fibers. Similarly, phenolic synthesis pathways (PAL and coumarin) are up-regulated during PCW and PCW/SCW overlapping stages in TM1, whereas only the PAL pathway is up-regulated from 21 to 24 dpa in developing Pima fibers. It was reported that coumarin inhibits cellulose synthesis in both PCW and SCW biogenesis in *in vitro *ovule cultures [13]. Based on this and our results, we therefore hypothesize that the up-regulation of coumarin biosynthesis pathway inhibits PCW extension in TM-1 relative to Pima fibers, in which coumarin biosynthesis is down-regulated. Increasing PAL activities result in elevated levels of ferulic acid (FA), which in turn, may lead to an increase in the level of cell wall-bound diferulic acid to curtail cell wall extensibility during the elongation stage [14]. In contrast, the up-regulation of PAL activities in the early stages of Pima SCW biogenesis, suggests a major role in the termination of the cell elongation phase, and in determining important properties such as fiber length. Similar results were obtained by Wakabayashi et al. [14] where they showed that abscisic acid curtails the extensibility of cell wall of wheat coleoptiles by decreasing cell wall-bound ferulic and diferulic acid.

## Conclusion

The novel application of double feature selection (DFS) combined with cluster analyses to mine independent microarray experiments proved effective in discovering new biologically relevant information not previously detected in microarray data. DFS revealed major biological processes that were linked to stage-specific events during cotton fiber development. Important metabolic processes, including sucrose metabolism and phenylpropanoid pathways, PAL and coumarin, are developmentally and differentially regulated in a genotype-specific manner as well. Based on these results, we propose that these processes in particular play a crucial role in a stage-specific manner that in turn, profoundly influence genotypic differences in fiber characteristics.

## Methods

Independent experiments of two representative genotypes of cultivated cotton species, *G. barbadense *L. cv. Pima S7 (Gb) and *G. hirsutum *L. cv. TM1 (Gh), were grown in a randomized block design under identical greenhouse conditions. Total RNA was extracted from single-celled developing fibers harvested at 5, 8, 10, 14, 17, 21 and 24 days post-anthesis (dpa). Developmental profiles of the cotton fiber transcriptome generated from an oligonucleotide microarray platform (NCBI-GEO Accession GPL6917) [15] using a double loop experimental design [16] included a dye swap hybridization strategy (Figure 1A). Direct microarray hybridizations (total 28) were performed per genotype to generate the transcriptome profiles. Custom Perl and Python scripts were employed to filter microarray raw data prior to normalization and statistical analysis using Linear Model for Microarray Data (LIMMA) in R (version 1.9.0) statistical software package [17]. Processed and raw data for Gb and Gh microarray experiments were deposited in NCBI-GEO in MIAME compliant format with the accession numbers GSE11689 and GSE11693, respectively.

### Data filtration and normalization

Data were filtered by applying the following steps: 1) Low quality spots were manually flagged, 2) Background noise on each sub-array was reduced by subtracting the background intensities mean from the spot signal intensities, 3) Corrected spot intensities lower than the mean of corrected buffer spots plus 3 standard deviations were excluded [18], 4) The absolute ratios (M = R/G) of dye swaps were inversed and the upper 30% quantile of divergent data points were removed. This cut-off value enhanced the correlation between dye swaps by increasing the linearity, and 5) Exclusion of all genes in which fewer than 60% of the data points did not pass all the filtration steps. In order to adjust for the effects that arise from variation inherent to microarray technology rather than biological differences in the RNA samples, filtered data was normalized using intensity-dependent normalization [19]. The robust scatter plot smoother 'Lowess' implemented in R package and LIMMA was used to perform a local A-dependent normalization. To make full use of within-array duplicated spots, LIMMA's pooled correlation method [20] was used to estimate the strength of the correlation between duplicated spots by fitting separate linear models to the expression data for each gene, but with a common value for between-replicate correlations.

### Data accuracy and reliability

The accuracy and reliability of microarray data was evaluated through the following steps: 1) The quality of microarray data, for every hybridization, was assessed before and after normalization via MA scatter plots of log_2_ratio versus log_2 _amplitude signals, 2) Dye bias was adjusted based on the correlation between Cy3 and Cy5 signals from self-hybridization control experiments, and 3) The reliability of the double loop design was determined by estimating the linearity between data derived from direct and indirect routes, and between two indirect routes in the double loop design (Figure 1).

### Linearization and significance analysis

Normalized high quality data fitted into seven linear models identified significant and differentially regulated genes at each developmental stage relative to each one of the other time points (global reference). The empirical eBayes method in LIMMA, which computes moderated t-statistics, moderated F-statistics, and log-odds of differential expression was applied to identify the significance of differential expression at each time point [21]. A correction for multiple testing using False Discovery Rates (FDR) [22] was used and significant changes in gene expression limited to p < 0.05. After identifying the significantly expressed genes in all linear models, the following data sets were created for each genotype: 1) Transcriptome profiles that include the expression coefficient relative to the expression at 5 dpa for all genes as calculated from all data points (8 per gene per time point) generated by the double loop hybridization design, and 2) Developmentally regulated profiles that include all significantly differentially expressed genes during fiber development relative to the expression at 5 dpa.

### Double feature selection

Feature selection has been used in many microarray data analyses in both supervised learning (classification) and unsupervised learning (clustering) contexts. Feature selection in our analysis is in the context of clustering. Double feature selection analysis was developed to discover the developmental time point(s) at which the greatest expressing distance (dissimilarity) occurred between the fiber developmental stages of the two genotypes, with simultaneous identification of the most differentially expressed genes between the transcriptomes of Pima and TM1 fibers. For this purpose, the expression matrix of the fiber transcriptome was used for each genotype. The novel double feature selection was developed as follows:

Let *gene(t, i) *denote a vector of the expression level of the *i*th gene for the genotype *t*, where *i *= 1, ..., 12063 and *t *= *Gh *or *Gb*. Define D(*i*) = || gene(*Gh*, *i*) – gene(*Gb*, *i*) || for *i *= 1, ..., 12,063, where || A ||^2 ^= sum of square of each entry in vector A. Sorting D values in a descending order gives a ranking for all of the genes in which top-ranked genes are more discriminating than lower ranked genes. A threshold was set at D ≥ 2. To determine the most discriminating time points (dpa) between the two fiber transcriptomes, all possible combinations of time points were investigated; that is, individual time points, as well as combinations of 2, 3, 4, 5, and 6 time points. The total number of combinations was as following:

$$\sum_{i=1}^{6}\left(\begin{array}{c} 6\\ i \end{array}\right)=63$$

For each combination, the summation of D(*i*), for *i *= 1, ..., 12,063 was computed. Time points in the combination that produces the highest summation of D's are the most discriminating time points. D was normalized by the number of time points in the combination. Two D's cannot be compared if their numbers of time points are different. That is, we cannot directly compare a D from a combination of two time points with a D from three time points. In our analysis, we considered the most discriminating combination of two time points. Additional theoretical work would be needed if one wants to pick the most discriminating time points from all possible time point combinations without relying on prior knowledge of cotton fiber development. To investigate the discriminatory power of the double feature selection analysis, the top discriminatory genes (D ≥ 2) between Pima and TM1 fiber transcriptomes were clustered using K-means, in which the Silhoutte score was used as a measure of the goodness [8], and combines both within-cluster cohesion and between-cluster separation. In detail, for the *i*^th ^object (gene), the silhouette score *s*_*i *_is defined as (*b*_*i*_*-a*_*i*_)/max(*a*_*i*_,*b*_*i*_) where *a*_*i *_is the average distance to all other objects in the cluster the *i*^th ^object belongs to, and *b*_i _is the minimum of average distances between the *i*^th ^object and all the objects any cluster not containing the *i*^th ^object. In the K-means clustering, each object is associated with a silhoutte score. The average of these scores ranges from -1 to 1 where 1 is a perfect clustering, 0 is a random clustering, and -1 is a bad clustering. Moreover, the expression distance matrix of the top discriminating genes was assessed for the presence of natural clusters using the singular value decomposition [23].

### Cluster analysis of developmentally regulated profiles

Differentially regulated genes in Pima and TM1 developing fibers were independently clustered using K-means. Similarly, the intersected genes between Pima developmentally regulated, TM1 developmentally regulated, and the top discriminating genes developed by double feature selection were clustered based on expression similarity. K-means clustering [24] using Pearson correlation as the similarity measure and 100 iterations was applied. This cluster analysis identified different stage-specific expression patterns in each gene set, and therefore linked the expression data with the various developmental stages in Pima and TM1 fibers.

### Biological relevance of the results

Genes were functionally analyzed in three steps: 1) The highest level of differential expression in each pattern was correlated to the corresponding fiber developmental stage and hence, to the major biochemical processes within the stage, 2) Major cellular activities, biological processes, and molecular functions were identified using GO annotation [25], and 3) Metabolic pathways and associated genes were identified, when possible, using KEGG pathways [26].

## Abbreviations

Days post-anthesis: dpa; distance: D; double feature selection: DFS; primary cell wall: PCW; secondary cell wall: SCW; singular value decomposition: SVD.

## Authors' contributions

MSA and EY conceived the study. MSA conducted Pima microarray experiments and data analysis. EY performed the double feature selection analysis. MSA performed cluster analysis. TAW provided TM1 microarray data and input into the concept. MSA drafted the manuscript with a contribution by EY, and revisions by TAW. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Microarray expression data for Set 1 genes (125)**. The normalized expression values for Set 1 genes from Pima and TM1 developmental relative to the expression at 5 dpa. 

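The TM1 columns of Additional file 1 hold the deposited TM1 values as linear ratios to 5 dpa. Their log2 differed by less than 0.01 from the deposited value at all 6 stages for 120 of 124 Set 1 genes. The others, of which the first and the last are named after their values were seen, were a hypothetical protein (GA_10dpa_fiberEST_02576, differing by up to 1.23, where the table prints its lowest ratio, 0.01, and the deposited value is -7.87), the sucrose synthase probe GA_10dpa_fiberEST_00620, the cellulose synthase catalytic subunit and GA_10dpa_fiberEST_03870 (up to 0.93). The Pima and TM1 columns together hold 1456 values from 0.01 to 256, with 0 negative values. The Pima columns were read on the same linear scale, since they too hold no negative value, and were converted to log2 for every comparison with TM1. Probe GA_10dpa_fiberEST_00905, also outside the rule for named genes, has Pima values and no TM1 value.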

Genes are ordered according to the cluster number (as shown in Table 2). Functional descriptions were developed by BLASTing against NR unigene set (Genbank) and Arabidopsis (TAIR7) databases. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

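RNA from developing fibers of *G. hirsutum* cv. TM1 was compared by the authors on 2-colour oligonucleotide arrays at 8, 10, 14, 17, 21 and 24 dpa, in a double loop with dye swaps. The stage profiles were deposited by the authors as log2 ratios to 5 dpa, which are coefficients of LIMMA's linear models after manual flagging, subtraction of the background, exclusion of spots below the buffer spots' mean plus 3 SD, exclusion of divergent dye swaps and lowess normalization; the methods give a version number after naming LIMMA and R, without saying to which of them it belongs. The 12 scanner files were deposited by the authors with the mean intensity of each spot and of its local background and a flag for spots marked by hand, without normalization. Values for *G. barbadense* cv. Pima S7 were read from Additional file 1, whose ratios to 5 dpa are linear and were converted to log2. No other Pima values were analysed here.

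Of 12263 entries in the table of profiles, 1 named n/a was left out, and the remaining 12262 were analysed. Entries with a value at all 6 stages numbered 11882, among them 24 control features and 17 probe numbers that also occur with their contig or EST name, which leaves 11841. The deposited values were used without further normalization. No column of values was left without a stage. With 1 profile per stage, nothing was tested against replicates and no p-value was computed. A probe was called higher or lower when its log2 ratio was at least 1 from 0, a 2-fold change. The stage patterns use the mean over the 3 PCW stages (8, 10 and 14 dpa) and the mean over the 2 SCW stages (21 and 24 dpa), without 17 dpa, and a pattern in 1 phase only needs the other phase's mean within 2-fold of 5 dpa. Intervals on shares are exact 95% binomial intervals and cover counting error only. K-means clustering used K = 8, Pearson correlation, 100 iterations and the best of 20 seeded starts, on the 3842 probes changed at least 2-fold at any stage. D was the Euclidean norm of the difference between the Pima and TM1 log2 ratios over 17 and 24 dpa, with a threshold of 2; the methods' normalization by the number of time points was an alternative. Of 4 Set 1 probe numbers with a pair of deposited entries, the entry with its contig name was used. The percentile of a list's median is its place among 10000 random lists of the same size, matched on mean log2 signal in 10 classes.

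In the scanner files, flagged spots were left out, the local background was subtracted, and the spots of a probe were averaged. A probe was counted as above the buffer signal in a file when its corrected signal exceeded the buffer spots' median plus 3 scaled median absolute deviations, a threshold added after the one with the mean plus 3 SD was found to pass few spots. The number of arrays limits the precision of the deposited values, and their error could not be computed here. The labels do not settle which stage each dye of an array holds, so no ratio with a direction was taken from the scanner files. Array ratios were made with limma's normexp background correction (offset 50) and loess only to set them against the deposited values.

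The gene names come from the descriptions in Additional file 1, which are matches to other species' genes, and from the names of the control features. No name was taken for any other probe. The named genes follow a rule set before the deposited values were examined, when the values of Additional file 1 had already been seen. It takes the described Set 1 genes with the 2 highest and 2 lowest TM1 ratios at each stage (10 and 10 at 24 dpa), those in a fixed gene list, the 3 with the largest D in each cluster, and every gene that the paper names, and it gave 53 genes. At most 2 unnamed probes that rose and 2 that fell are given. Genes outside the rule are marked as chosen after their values were seen. The fixed lists were cellulose synthesis, sucrose and starch metabolism, wall loosening and remodelling, cytoskeleton, water channels and turgor, very-long-chain lipids and lipid transfer, phenylpropanoids, small GTPases and calcium signalling, ribosomal proteins, proteolysis, and redox and iron. Lists of photosynthesis, of seed storage and embryo and of cell division genes, meant as markers of other tissues, had 0 members among the described probes.

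The alternatives were other fold thresholds (1.5 and 3), centring of the profiles, filters on weak spots, counts without the extreme values at each end of a profile, other ways of placing 17 dpa, K of 6 and 10 and Euclidean distance, other scalings of D, the TM1 values of Additional file 1, means in place of medians, and other background corrections and correlations of the scanner files. The filter on the buffer spots' median, the count without 24 dpa, the SCW phase from 21 dpa alone the noise ratio without divergent pairs, the counts in narrower sets of bright probes (with bootstrap intervals over probes, 2000 draws) and the shares of probes above the buffer in at least 11 files, the other entry of paired probe numbers in D linear D over probes with all 12 values, and cluster medians without probes above the buffer in at most 3 files were chosen after seeing the data. The stage patterns were tested on 11883 simulated profiles with a noise SD of 0.3, in which 200 of 200 planted profiles (log2 of 2) were recovered for each of the patterns up in PCW only, up in SCW only, up in both and down in both, and K-means recovered 800 of 800 profiles of 4 planted shapes. The planted values lie far past the threshold of 1 for that noise, while paired entries differed with an SD of up to 1.56. The recovery therefore checks the code and gives no error rate for the calls. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1. The remaining top discriminating genes, the Pima profiles outside Set 1, and the significance calls of the paper were not analysed here.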

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

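In this part, the noise ratio without the most divergent pairs or with single pairs left out, the rule that a threshold passing under 25% of all probe and file combinations is not used for a test, the counts in the 1189 and the 205 brightest and in the probes above the buffer median, and the shares in at least 11 files and per cluster, were chosen only after the values had been seen; the buffer spots' median was added after their mean plus 3 SD was seen to pass few spots, with bounds written before its own values were computed.

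The genotypes moved in opposite directions at every stage for 8 Set 1 genes. In 2 of them, both calcium-dependent protein kinases, Pima was above and TM1 below 5 dpa at all 6 stages. In 6, among them xyloglucan endotransglycosylase and a protease P27 probe (GA_10dpa_fiberEST_06424), TM1 was above and Pima below. These calls go by sign alone. The Pima value was -0.0075 at 17 dpa for the former and -0.0014 beside 10 dpa for the latter. The other protease P27 probe was above 5 dpa in Pima at 21 and 24 dpa (1.54 and 0.49). With 1 profile per genotype and stage, the Pima values being the paper's, the difference between the genotypes was not tested.

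High ratios stood out in features that the paper does not report on, above those of the transgene features, which stand for genes absent from cotton. At 24 dpa FbL2A, known from late fiber development, had a log2 ratio of 7.83 (227-fold; signal above the buffer in 7 of 12 scanner files). GhCesA-1, a cellulose synthase, had 7.30 (158-fold; 3 of 12 files). In all, 128 probes (1.08%) were changed at 24 dpa by more than every transgene feature, whose most extreme value at that stage was 3.58. That value is of aaacC1, above the buffer in 2 of 12 files, so it and the ratio of GhCesA-1 are uncertain in size. The named control features were chosen for mention after their values were seen.

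More probes were changed at least 2-fold at 24 dpa than at any other stage. Among the 3961 probes with the brightest signal the count at 24 dpa was 1.61 times that at 21 dpa (687 and 426; bootstrap 95% interval 1.51 to 1.73), past the bound of 1.5 set against weak spots, but that bound does not settle it, since the ratio was 1.34 (1.23 to 1.47) in the 1189 brightest and 1.03 in the 205 brightest (40 and 39), so weak spots stay open as a cause. Among probes above the buffer in every file the counts were 32 and 31 of 205 (mean plus 3 SD) and 530 and 335 of 4200 (median), and both counts were higher among the 3961 dimmest (1481 and 807). Filters on every file leave out probes near the buffer at some stage, so they cannot settle the comparison. Larger measurement noise at 24 dpa also stays open. Over 17 probe numbers with a pair of entries, the SD of the difference was 1.67 times as large at 24 as at 21 dpa. This ratio was 0.967 without the 2 most divergent pairs, but both differ most at 24 dpa, so leaving them out lowers it. With 1 pair left out it ran from 1.24 (without GA_10dpa_fiberEST_11688) to 2.24, and it was 1.53 with medians. At least 2-fold apart were 6 of 17 pairs at 24 dpa and 3 at 21 dpa. A continued change of the same genes into secondary wall synthesis may also contribute, since over the 3961 brightest probes the change from 21 to 24 dpa correlated with that from 14 to 17 dpa at r = 0.194 across probes, which are not independent replicates.

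In cluster 3, the TM1 median lay below 5 dpa at every stage, while the median of the paper's Pima values was 0.03 at 8 dpa and 1.24 at 24 dpa. Whether probes near background in TM1 are a candidate explanation stays open: against the buffer spots' median, the share of cluster 3 probes above the threshold in all 12 files was 25.7 points lower than in clusters 2 and 4 (a difference of -25.7), but in at least 11 files it was 69.8% against 72.6%, and cluster 4 alone had 42.9% in all 12 files against 37.2% in cluster 3. Against the mean plus 3 SD, which few probes pass, the difference was -14.5 and decides nothing. A low signal is also what low expression in TM1 gives, so these values do not separate the explanations. A difference between the genotypes themselves was not tested.

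The transgene features, aaacC1, GUS, GFP, hph and npt-II, were at least 2-fold from 5 dpa in 9 of 30 values, and aaacC1 went from -4.05 at 21 dpa to 3.58 at 24 dpa. A signal near background could produce such ratios, and against the buffer spots' median 51.7% of the feature and file combinations were above the threshold, against 77.6% of all combinations, which lies between the bounds for and against that explanation. Against the mean plus 3 SD, 0% were above, but only 8.69% of all combinations pass that threshold, so it was not used. No biological explanation was tested.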

How the results depend on the processing

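Of the values recomputed under another setting, 257 of the planned and 12 of the added ones stayed within their limits, and 60 and 10 moved. No value past 2-fold changed sign. The settings marked here as added were chosen after seeing the data. The tally does not measure robustness, since some settings could hardly move a value. No probe has only some values, so the set with all 6 is the main one. Centring removed medians between -0.0056 and 0.0044, and 120 of 124 genes have the same TM1 values within 0.01 in Additional file 1. Other fold thresholds and signal filters moved every count of changed probes. Counts of probes changed at 8, 10, 14, 17, 21 and 24 dpa and at any stage were 2267, 1800, 2617, 3453, 3496, 5222 (2450 higher, 2772 lower) and 7119 at 1.5-fold, and 214, 167, 308, 548, 591, 1257 (671 higher, 586 lower) and 1715 at 3-fold, as a lower or higher threshold must give. With only probes above the buffer spots' mean plus 3 SD in every file they were 3, 5, 14, 20, 31, 32 (14 higher, 18 lower) and 42, and with the median plus 3 MAD (added) 53, 43, 160, 246, 335, 530 (211 higher, 319 lower) and 637. These filters kept 205 and 4200 probes, of which 15.6% and 12.6% were changed at 24 dpa, against 23.6% without a filter. The share of higher calls at 24 dpa was 47.7%, 43.8% and 39.8% without a filter and with these filters, and 53.4% at 3-fold. At 1.5-fold, 2.30% of probes were up in PCW only, 10.5% up in SCW only, 4.70% up in both and 5.58% down in both; with every stage of the phase past 2-fold, 0.446%, 3.37%, 0.614% and 0.345%. With 17 dpa in PCW, 1.89% were up and 1.78% down in both; with 17 dpa in SCW, 3.99%, and with 21 dpa alone (added), 4.41% were up in SCW only. K-means clusters with a highest median above 5 dpa at a PCW stage held 157 probes with K = 10 and 762 with Euclidean distance. The share of opposite signs at 8 and at 10 dpa was 25% with both values at least 0.5 from 0. Cluster means in place of medians were -0.59 at 10 dpa in cluster 1, and 0.61, 0.46, 0.38 and -1.26 at 10, 14, 17 and 24 dpa in cluster 5, and list means at 24 dpa were 2.58 for cellulose synthesis and 0.84 for redox and iron; below 2-fold, the sign changed with means for cluster 1 at 10 dpa, for cluster 5 at 14 and 17 dpa and for the very-long-chain lipid list at 24 dpa (0.37 to -0.21). D of at least 2 was reached by 35 probes after division by the number of stages, 70 on natural logarithms and 64 on linear ratios, on which 17 and 24 dpa ranked 1 among the stage pairs by the sum over probes, and 2 over the probes with all 12 values (added). The dye correlation was 0.887 on array 4 and 0.702 on array 6 over spots above the threshold, and 0.768 on array 7 without background subtraction. The array ratio against the deposited values had r of 0.244 on array 1 without loess, -0.614 (plain subtraction) and -0.540 (Spearman) on array 2, and -0.780 on array 7 (plain subtraction). Apart from the fold thresholds, the cause was not tested. No paired analysis was possible because each stage has 1 profile and no result comes from a test. Signal over background limits the dimmer probes: in the dim Cy3 file of array 7, 47.2% of spots were above the median threshold, against 91.8% in its Cy5 file.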

Differences from the paper's values

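In TM1, the paper reports 2281 genes significantly and differentially expressed across stages, by a statistical test, while 3842 probes were changed at least 2-fold at any stage here; the thresholds differ. Of the alternatives set before the data were examined, 3-fold (1715) lies within 1.5 times the paper's value, while 1.5-fold (7119), centring (3831) and the filter on the buffer spots' mean (42) do not. The count without 24 dpa, 2606, also lies within it, but was chosen after seeing the values, and how many of the paper's called genes it drops is not known, as that list was not analysed here; the added filter on the buffer spots' median (637) does not reach it.

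The paper's Table 1 assigns shares of the profiled genes by K-means clusters of its significant genes, so the rule differs from the one used here. For genes up during PCW synthesis only, the paper's share is 2.95% and the one found here 0.724%; 1.5-fold gives 2.30%, within 1.5 times, while both placements of 17 dpa (0.800% and 0.665%), every stage past the threshold (0.446%) and centring (0.707%) do not. For genes up in both phases, the paper's share is 2.92% and the one here 1.60%, and no alternative comes within 1.5 times, the nearest being 1.89% with 17 dpa in PCW and 4.70% at 1.5-fold. For genes down in both phases, the paper's share is 8.38% and the one here 1.204%. The closest alternative of this rule on phase means, 1.5-fold, gives 5.58%. By K-means, which the paper used, clusters with no stage median above 5 dpa held 15.9% of the probes with K = 8. The share was 12.7% with K = 6, 13.1% with K = 10 and 7.90% with Euclidean distance, of which only the last lies within 1.5 times the paper's. Having no stage median above 5 dpa is a wider rule than being down in both phases, so these shares are not like for like. With K = 8, the cluster of 549 probes had medians between -0.24 and -0.01 up to 21 dpa and -1.28 at 24 dpa.

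The paper describes the Set 1 patterns of Pima as wholly opposite to those of TM1, and names genes up in both genotypes as a further trend of the set. Here 8 of 104 genes had opposite signs at all 6 stages, 62 of 116 at 24 dpa, where 11 were at least 2-fold higher in both, and 52 of 104 had a negative correlation between the genotypes. The paper names 17 and 24 dpa as the most discriminating pair of stages over the whole transcriptomes; on Set 1 alone it ranked behind 21 and 24 dpa on the log2 scale, and on linear ratios it had the largest sum (1133 over 113 probes, against 1130 over 107 for 21 and 24 dpa) but not the largest mean per probe (10.0 against 10.6). Where the paper assigns TM1 clusters to expansion, 0 of 8 clusters here had a highest median that lay above 5 dpa and fell at a PCW stage, against 1 cluster with K = 10 and 1 with Euclidean distance; clusters of 1082 and 259 probes had their highest median at 8 dpa, but below 5 dpa.

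In Table 2 and the text, the paper places cluster 3 as up in Pima during both phases. The medians of the paper's own Pima values were 0.03, 0.01 and 0.13 at 8 dpa, in its column for 11 dpa and at 14 dpa, and 0.97 and 1.24 at 21 and 24 dpa, and the sucrose synthase probes were below 5 dpa in Pima during PCW synthesis. For cluster 4 the paper gives a rise in Pima during PCW synthesis, where the medians of the paper's own Pima values were -0.07, -0.08 and -0.42. For cluster 5 the paper gives a rise in Pima during SCW deposition and in TM1 during PCW synthesis. The medians were -1.35 and -0.01 in Pima at 21 and 24 dpa (the paper's values), and 0.49, 0.16 and -0.03 in TM1 at 8, 10 and 14 dpa. From 21 to 24 dpa the paper's Pima values rose by at least 2-fold in 3 of 5 cluster 5 genes and fell so in 0, which goes with the rise that the paper gives for Pima. The paper names coumarin synthesis as the main pathway of cluster 2, while 0 entries of Additional file 1 list it there. Additional file 1 heads its columns as log ratios, but they hold no negative value and match the deposited values as linear ratios.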

Other observations

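The array carries named control features outside the fiber probes, chosen for mention here after their values were seen. FbL2A rose late in TM1, from 1.19 at 17 dpa to 4.88 at 21 dpa, and GhCesA-1 went from -1.93 to 3.81 between the same stages after 2.98 at 8 dpa, with a signal near the buffer in most files. GhCesA-2, above the buffer in 12 of 12 scanner files, stayed within 2-fold of 5 dpa up to 21 dpa (0.36) and stood at 1.71 at 24 dpa. The 4 leaf control features, for chlorophyll a/b binding proteins, lay between -0.61 and 0.49 at 24 dpa.

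Among the probes without a gene name here, the highest at 24 dpa were GA_10dpa_fiberEST_00881 at 9.11 (552-fold), above the buffer in 0 of 12 files, and GA_10dpa_fiberEST_09512 at 8.56, which was already at 8.54 at 21 dpa and at 0.10 at 17 dpa, above the buffer in 1 of 12 files.

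The probe numbers with a pair of entries differed by at least 1 at some stage in 7 of 17 pairs, and 72 of 102 values lay within 0.5. At 8 dpa the SD of the difference was 0.28. Pairs GA_10dpa_fiberEST_10513 and GA_10dpa_fiberEST_11688, named after their values were seen, differed by at least 3.

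The threshold of the buffer spots' mean plus 3 SD passed between 3.57% and 16.8% of the spots per scanner file, while 96.9% of the named features have deposited values at all stages. In 11 of 12 files, 2 adjacent buffer spots had a corrected signal over 1000. With these 2 spots left out, after they were seen, the same rule passed between 56.4% and 87.4% of the spots in those 11 files. In the Cy3 file of array 7 it passed 20.7%. The few spots passed by the mean plus 3 SD in those 11 files therefore come from 2 bright buffer spots. The correlation of the dyes over spots was 0.944, 0.943 and 0.945 on arrays 1, 2 and 4, 0.848 on array 6 and 0.676 on array 7. By their labels these arrays compared different stages, unlike the paper's self-hybridizations, so a lower correlation here need not come from the dyes. Between each array's ratio and the deposited difference named by its labels, r was 0.434, -0.403, 0.550, 0.698 and -0.672 over probes. On array 2 the label ranked 2 of 21 differences, behind 14 dpa (-0.457), and on the others it ranked 1. These correlations run across probes, which are not independent replicates, and the signs set no dye or stage.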
